A study of Homo sapiens with 12 samples.

How the data were processed

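PC3 cells, a human prostate carcinoma line, and MG63 cells, a human osteosarcoma line, were profiled by RNA sequencing. Per the labels, each line was transfected with a lipid reagent and 10 nM of a non-targeting siRNA (siControl), of siRNA against LARP4A (siLARP4A) or of siRNA against LARP4B (siLARP4B), and poly(A) RNA was taken after 72 h. This gave 6 groups of 2 libraries each, 12 libraries in all, and every library is used under its label. LARP4A and LARP4B are related RNA-binding proteins; the gene of LARP4A is listed in the tables under its symbol LARP4. The labels do not give the siRNA sequences or say how many sequences were used per target.

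The authors deposited 1 table per library, with 86394 annotated transcript models named by 28306 gene symbols. Per the file headers, each model has a fragment count, an FPM value (fragments scaled to the library total) and an FPKM value. The deposited fragment counts are whole numbers with a different total in each library. The deposited FPM values are the count divided by 1 total per library, and the deposited FPKM values are FPM per kilobase of the model's mRNA length; both relations were checked on the values. A fragment in an exon shared by several models is counted in each of them, so the deposited FPM values of a library sum to 3350000 on average, more than a table with each fragment counted once can reach. The aligner, the counting program, the genome build, the annotation and the handling of strand are not stated in the labels or headers. Genes that overlap others, genes on opposite strands of one locus and genes inside host genes are therefore reported with that limit. PC3 siControl replicate 2 has a further table of deduplicated fragments, which was used only as an alternative because no other library has one.

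Fragment counts were collapsed to genes by rules chosen after the tables were read and before any comparison was made. Models on the primary chromosomes were kept, 78363 in number, with 28278 symbols. The 1814 symbols with models at more than 1 locus were left out because near-identical copies could split their fragments, which left 26464 symbols. Loci were counted over all deposited models, including those off the primary chromosomes. A symbol left out this way therefore need not have several gene copies on the primary chromosomes. For the 13477 symbols with several models, the model with the most fragments over the 12 libraries was used. Of the symbols, 25448 were found in the RefSeq annotation of GRCh38, 99.992% of them at an overlapping position and 91.5% with both ends within 1000 bases. Coordinates are the tables' own, given from the first base as 1 and on GRCh38 by this match. Gene length and GC content for 96.7% of the tested genes, and 3′ untranslated regions, came from GENCODE release 29.

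Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test, with TMM scaling, edgeR's default expression filter and 1 fit of all 12 libraries with a mean per group. The tested set held 15683 genes. The 8 comparisons were each siRNA against siControl in each line, siLARP4A against siLARP4B in each line, and the difference between lines in the effect of each siRNA (the interaction term). The tests of genes and gene sets were two-sided. P-values were adjusted by Benjamini-Hochberg within each comparison, and the threshold was an adjusted p of 0.05. Every adjusted p given for a gene is from this test unless another is named. The common dispersion was 0.0018, a biological coefficient of variation of 4.22%, and the prior degrees of freedom were 15.4. With 2 libraries per group the spread of a gene is borrowed largely from other genes. Overlaps of calls between lines were tested with Fisher's exact test, one-sided for more overlap. Correlations of fold changes are across genes, which are not independent replicates, so they carry no p-value.

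The 6 gene sets were fixed in advance: proliferation (40 genes), cytosolic ribosomal proteins (79), extracellular matrix, adhesion and invasion (54), interferon response (45), inflammatory cytokines and chemokines (30), and the unfolded protein and integrated stress response (28). They were written from general knowledge of these pathways. Each was tested with camera in limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 24 tests against siControl and, separately, over the 12 tests between lines. Of the ribosomal proteins 75 could be tested, of the matrix set 52, of the interferon set 42 and of the inflammatory set 26. Those left out as symbols at several loci included RPL21, RPS9, RPS18, IFI27, IRF7, CCL5, TNF and IER3. MMP7, MMP9 and CCL20 were left out for low counts, and RIGI because the tables list it as DDX58, which was in the set too.

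The comparisons, the test, the gene sets, the rule for named genes and all alternatives except those said to be added later were chosen before the data were examined. By the rule, LARP4 and LARP4B are always named. For each siRNA against siControl, the 3 highest and 3 lowest log2 fold changes past the threshold are named, with a mean FPKM of at least 5 in either group and both siRNA libraries outside the range of the siControl libraries; the gene targeted by the siRNA is left out of these rankings. For each siRNA across lines, up to 3 genes per direction are named that passed in the same direction in both lines, ranked by the smaller of their fold changes. For each difference between lines, the 2 highest and 2 lowest are named, and from each gene set up to 3 members in the contrast with the smallest p. MKI67, TOP2A, CCNB2 and IL6 are always named. Some genes picked by these rules are not reported here. A further list for the difference between lines, with a mean FPKM of at least 5 in both lines, was chosen after the values were seen, since the rule picked genes close to 0 fragments in one line.

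Alternatives planned ahead were no expression filter, a mean FPKM of at least 5, DESeq2 size factors within edgeR, DESeq2 1.42.0, fits of only the 6 libraries of a line or the 4 libraries of a contrast, the replicate number as a block, the deduplicated table, each library left out in turn, and fry or an estimated correlation for the gene sets. Alternatives added after the data were seen were the longest model per gene, the mean over models, the inclusion of genes at several loci, limma on log2(FPKM + 1), an offset for GC content and length (loess with a span of 0.5, fitted on genes with a mean count of at least 20), and thinning of every library to 15363800 fragments in the tested genes. FPKM at least 5 was planned for the genes and added later for the gene sets.

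The scripts were tested on simulated counts drawn from the means and totals of the libraries, with 200 of the 15683 genes changed. The test recovered 92.0% of the changed genes for PC3 siLARP4A, 94.0% for PC3 siLARP4B, 93.0% for MG63 siLARP4A and 94.5% for MG63 siLARP4B. The changed genes were drawn from those above a minimum of fragments, with preset sizes of change. Recovery of genes with few fragments or with smaller changes was not tested. The share of false calls was 8.00%, 4.57%, 4.12% and 6.90%, in the same order. In each simulation 200 random gene sets were tested on siLARP4A in the line left unchanged. Between 1.00% and 2.00% of them had a camera p under 0.05. Genes were drawn independently, so these shares do not show how camera behaves for sets of correlated genes. Comparisons that share siControl libraries were simulated 100 times with unchanged groups against those controls. For the closing part, 7-base words (7-mers) in 3′ untranslated regions were ranked by the fold changes of the genes that carry them. That test used 10985 genes with a mean FPKM of at least 1 and at least 100 bases of 3′ untranslated region, 7-mers present in at least 200 genes, and log2 fold changes limited to between -2 and 2. On simulated PC3 siLARP4A data for these 10985 genes it ranked 5 of 5 planted 7-mers first. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

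Depth ran from 16950000 to 24865000 fragments per library, read as the total by which the deposited FPM values were scaled and rounded to 1000. Intervals and spreads cover counting and replicate error only. Fold changes of genes with few fragments are given with the fragments, since a group of 3 fragments or fewer gives no usable ratio.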

Results

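Poly(A) RNA of PC3 prostate carcinoma cells and MG63 osteosarcoma cells was sequenced 72 h after transfection with siControl, siLARP4A or siLARP4B, with 2 libraries in each of the 6 groups. The series asks what either LARP4 family protein contributes to tumour cell behaviour in the prostate and bone tumour lines. In PC3, the library totals behind the deposited FPM values were 17960000 and 19045000 fragments for siControl, 24865000 and 18968000 for siLARP4A, and 19163000 and 16950000 for siLARP4B. In MG63 they were 18094000 and 19093000 for siControl, 17473000 and 18566000 for siLARP4A, and 19596000 and 18864000 for siLARP4B. Between 17822 and 18561 genes had at least 1 fragment. The 10 most abundant genes took 4.76% to 4.87% of fragments in PC3 and 6.17% to 6.49% in MG63.

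Replicates correlated at a Pearson r of 0.994 to 0.995 across genes on the log2 scale. Their chi-square per degree of freedom, which is near 1 for pure counting error, was 2.63 for PC3 siControl, 6.47 for PC3 siLARP4A and 1.69 for PC3 siLARP4B. It was 1.65, 2.07 and 5.20 for the same groups in MG63. The replicates thus differed by more than counting error in each group, most in PC3 siLARP4A and MG63 siLARP4B. In a principal component analysis of each line, the first component held 54.5% of the variance in PC3 and 48.3% in MG63 and separated the siLARP4B libraries from the rest, with the siLARP4A libraries at the other end.

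**Figure D1:**
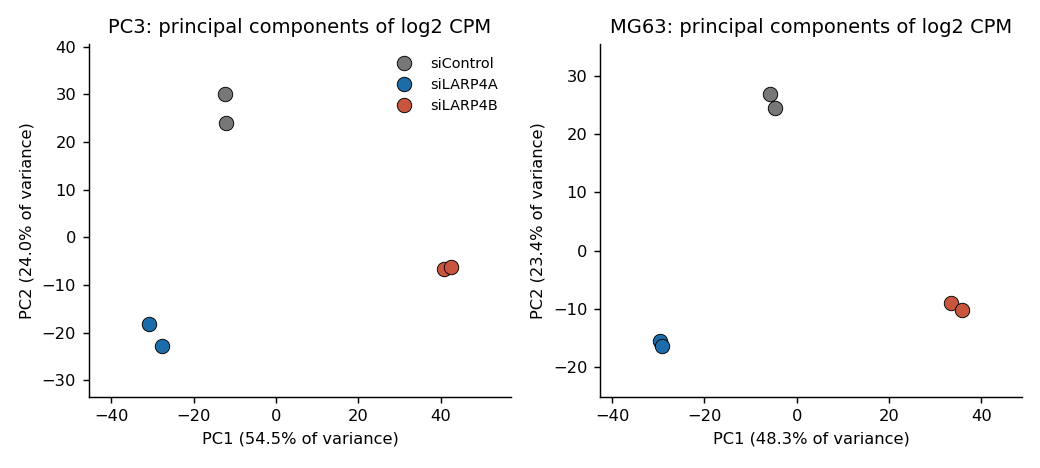
Principal components of log2 CPM for the 6 libraries of PC3 (left) and of MG63 (right), with the share of variance on each axis and 1 point per library. The 2 libraries of each group lie closer to each other than to any other group on the first component, which holds 54.5% of the variance in PC3 and 48.3% in MG63.

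The targeted genes were examined first, since they check the labels. LARP4 lies on chromosome 12 at 50400885 to 50480004 on the plus strand, the model used is 6505 bases long, and the small RNA gene SNORD133 lies within it. In PC3 its level was 19.2 ± 0.344 FPKM (SD, n = 2) with siControl, 2.41 ± 0.0823 with siLARP4A and 18.9 ± 0.130 with siLARP4B. In MG63 it was 8.34 ± 0.227, 2.15 ± 0.0526 and 11.1 ± 0.654. LARP4 changed after siLARP4A by -2.98 on the log2 scale in PC3 (SE 0.067, edgeR adjusted p 2.2e-18) and by -1.96 in MG63 (SE 0.074, edgeR adjusted p 4.4e-14). These changes left 12.7% and 25.8% of the siControl level. The alternative that moved the PC3 value most was limma on log2(FPKM + 1), with -2.56. After siLARP4B, LARP4 did not change detectably in PC3 (log2 -0.03, edgeR adjusted p 0.71) and rose in MG63 by 0.43 (SE 0.060, edgeR adjusted p 8.4e-06).

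LARP4B lies on chromosome 10 at 806914 to 931705 on the minus strand, and its model is 8651 bases long. Its level in PC3 was 7.10 ± 0.112 FPKM (SD, n = 2) with siControl, 6.83 ± 0.203 with siLARP4A and 1.31 ± 0.0633 with siLARP4B. In MG63 it was 6.71 ± 0.0925, 6.99 ± 0.0585 and 2.05 ± 0.217. LARP4B changed after siLARP4B by -2.44 on the log2 scale in PC3 (SE 0.081, edgeR adjusted p 1.2e-15) and by -1.70 in MG63 (SE 0.074, edgeR adjusted p 2.8e-13), to 18.4% and 30.9% of siControl. After siLARP4A it did not pass the threshold in PC3 (log2 -0.04, edgeR adjusted p 0.67) or MG63 (log2 0.06, edgeR adjusted p 0.54). With an offset for GC content and length the PC3 value became -0.15 with an edgeR adjusted p of 0.045, while that adjusted p ranged up to 0.69 over the alternatives. In each line, the library with the most target RNA among those given its siRNA had 13.4% to 33.6% of the lowest level under the other siRNAs.

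**Figure D2:**
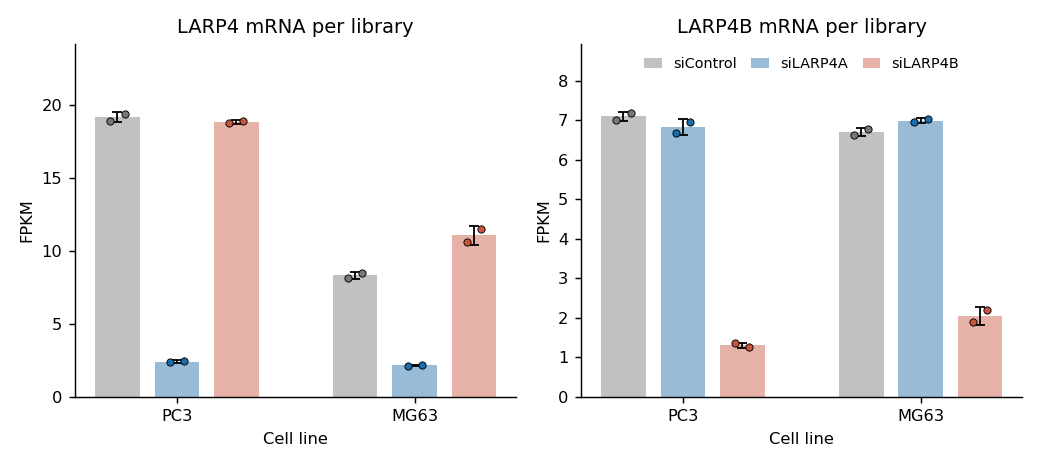
Level of LARP4 (left) and LARP4B (right) in FPKM for each group of PC3 and MG63. Bars are means, points single libraries and error bars the SD of 2 libraries; LARP4 was lowest with siLARP4A, at 2.41 in PC3 and 2.15 in MG63, and LARP4B with siLARP4B, at 1.31 and 2.05.

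Each siRNA was then set against siControl within each line, which asks what loss of either transcript does to the transcriptome of that line. In PC3, siLARP4A changed 5715 of 15683 genes at an edgeR adjusted p under 0.05, 3059 higher and 2656 lower, and 224 of the higher and 187 of the lower genes changed at least 2-fold. siLARP4B changed 7164 genes in PC3, 3893 higher and 3271 lower, of which 534 and 430 changed at least 2-fold. In MG63, siLARP4A changed 4208 genes, 2085 higher and 2123 lower, with 236 and 80 at least 2-fold. siLARP4B changed 5474 genes in MG63, 2821 higher and 2653 lower, with 173 and 261 at least 2-fold. Which direction held more genes depended on the alternative. In PC3 without a filter, siLARP4A gave 2690 higher and 3002 lower genes, and siLARP4B 3289 and 3743. With the deduplicated table these were 2464 and 2782, and 3230 and 3553. The PC3 majorities held with DESeq2 size factors, the replicate block and thinning. Both reversed with a mean FPKM of at least 5, in DESeq2, in fits of only 6 or 4 libraries and with the GC and length offset. With the 6 PC3 libraries the counts were 2496 and 2764, and 3112 and 3578. The median log2 fold change of all genes was 0.028 and 0.041 in the main fit and 0.0023 and 0 in that fit. The PC3 majorities are therefore not settled. In MG63 without a filter, siLARP4A gave 2382 higher and 1925 lower genes. The alternative that moved the PC3 siLARP4A count most was a mean FPKM of at least 5, which tests 8417 genes and gave 4267. The same filter lowered the count of higher genes for PC3 siLARP4B from 3893 to 2403. The 2-fold counts depend on the alternative more. With that filter they were 37 higher and 74 lower for PC3 siLARP4A, 58 and 253 for PC3 siLARP4B, 54 and 24 for MG63 siLARP4A, and 34 and 70 for MG63 siLARP4B. With limma on log2(FPKM + 1), where the added 1 shrinks fold changes of low values, they were 29 and 77, 69 and 193, 28 and 27, and 42 and 36 in the same order. The balance of 2-fold changes is therefore not settled in PC3, or for siLARP4B in MG63. For siLARP4A in MG63 the higher genes stayed in the majority, but only by 28 to 27 with limma.

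After siLARP4A in PC3, the lowest fold changes under the naming rule, which leaves out the targeted gene and genes with a mean FPKM under 5 in both groups, were those of RAB21, SPDEF and FGFRL1. RAB21 (chromosome 12, 71754863 to 71800286) fell from 7.76 ± 0.145 to 1.75 ± 0.0989 FPKM (SD, n = 2), a log2 change of -2.13 (SE 0.066, edgeR adjusted p 7.3e-16). SPDEF changed by -2.02 and FGFRL1 by -1.97. The highest were BCYRN1, SEMA7A and MIR4787. BCYRN1 (chromosome 2, 47335315 to 47335514), a short noncoding RNA, rose by 2.56 (SE 0.29, edgeR adjusted p 3.3e-07), with 1704 and 850 fragments against 131 and 232. SEMA7A rose by 2.03 (SE 0.065). MIR4787 rose by 1.92 (SE 0.63, edgeR adjusted p 0.021) on 20 and 12 fragments against 6 and 1; it lies inside DOCK3, its value was 3.66 without PC3 siControl replicate 1 and 1.12 without replicate 2, and it missed the threshold after thinning of the libraries.

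After siLARP4B in PC3, GNB4, POGLUT3 and DPYSL3 fell most under the naming rule. GNB4 (chromosome 3, 179396088 to 179451470) went from 8.04 ± 0.0306 to 0.899 ± 0.208 FPKM (SD, n = 2), a log2 change of -3.17 (SE 0.11, edgeR adjusted p 3.2e-15). POGLUT3 changed by -2.99 and DPYSL3 by -2.44. The highest were BCYRN1 at 2.41 (SE 0.29), HMOX1 and SNORD16. HMOX1 (chromosome 22, 35381096 to 35394207) rose from 11.8 ± 0.124 to 50.1 ± 1.07 FPKM (SD, n = 2), by 2.08 on the log2 scale (SE 0.074, edgeR adjusted p 3.2e-15). SNORD16 rose by 2.04 (SE 0.74, edgeR adjusted p 0.029) on 14 and 7 fragments against 2 and 3; it lies inside RPL4 and missed the threshold in DESeq2 and in a fit of the 6 PC3 libraries alone. Of the genes kept for the proliferation question, MKI67 changed by -1.45, TOP2A by -1.23 and CCNB2 by -1.11 after siLARP4B in PC3, with edgeR adjusted p of 1.4e-08, 3.2e-13 and 1.6e-09. None of these genes passed the threshold after siLARP4A in PC3 (0.04, 0.13 and -0.14).

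After siLARP4A in MG63, SNORD74, MMP3 and IL13RA2 fell most under the naming rule. MMP3 (chromosome 11, 102835801 to 102843609) went from 67.2 ± 4.95 to 14.4 ± 0.394 FPKM (SD, n = 2), a log2 change of -2.22 (SE 0.071, edgeR adjusted p 4.4e-15), and overlaps WTAPP1 on the other strand. SNORD74 changed by -2.23 (SE 0.64, edgeR adjusted p 0.013) on 2 and 3 fragments against 10 and 15 and lies inside GAS5, and IL13RA2 changed by -1.80 (SE 0.18). RN7SL3 and ACTA2-AS1 were among the 3 that rose most under the rule. RN7SL3, at 3.47 (SE 0.82, edgeR adjusted p 0.0029), had 27 and 105 fragments against 7 and 5, and its value was 2.26 without MG63 siLARP4A replicate 2. ACTA2-AS1, which overlaps ACTA2 on the other strand, rose by 1.57 (SE 0.15). MKI67, TOP2A and CCNB2 did not pass the threshold, at 0.01, 0.03 and -0.15, although CCNB2 did in a fit of the 4 libraries of the contrast alone.

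After siLARP4B in MG63, GNB4 (-2.10, SE 0.078), HIPK3 (-1.64, SE 0.10) and SNX15 (-1.61, SE 0.10) fell most under the naming rule; SNX15 shares its locus with the readthrough gene ARL2-SNX15. MX1, IFI44L and OAS1 rose most among genes with a mean FPKM of at least 5 in either group. MX1 (chromosome 21, 41420558 to 41459214) rose from 6.07 ± 0.697 to 41.8 ± 3.63 FPKM (SD, n = 2), by 2.80 on the log2 scale (SE 0.12, edgeR adjusted p 3.0e-13). IFI44L rose by 2.63 (SE 0.13) and OAS1 by 2.35 (SE 0.11). MKI67, TOP2A and CCNB2 did not pass, at -0.15, -0.06 and -0.06, and without an expression filter MKI67 did. IL6 did not pass the threshold in PC3 after siLARP4A (0.21) or siLARP4B (-0.17) on 15 to 31 fragments per library, and had at most 1 fragment in any MG63 library, too few for a ratio.

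siLARP4A and siLARP4B were compared directly to ask whether loss of the 2 proteins has different effects. In PC3, 8488 genes differed between them, 4128 higher with siLARP4A and 4360 lower. In MG63, 6867 genes differed, 3381 higher and 3486 lower. With a mean FPKM of at least 5, the lower genes numbered 2825 in PC3 and 2306 in MG63. Across genes, the fold changes of both siRNAs against siControl correlated at a Pearson r of 0.31 in PC3 (Spearman 0.18) and 0.30 in MG63 (Spearman 0.19). Without a filter these were 0.45 and 0.42, with a mean FPKM of at least 5 they were 0.15 and 0.22, and with limma on log2(FPKM + 1) 0.16 and 0.20. Leaving out PC3 siControl replicate 2 gave 0.50 in PC3 and leaving out MG63 siControl replicate 2 gave 0.49 in MG63. Because both contrasts use the same siControl libraries, unchanged groups were simulated against those controls. On the simple log2 differences used for this, the observed r was 0.206 in PC3 and 0.207 in MG63, while simulated unchanged groups gave 0.513 and 0.499. Same-direction shares were 55.3% and 54.8% of genes, against 65.7% and 65.1% in the simulation. The simulated groups hold error alone: their siLARP4A differences had an SD of 0.205 in PC3 and 0.211 in MG63, against 0.403 and 0.384 observed. The simulated r is therefore no chance level for groups with real changes. The lower observed r does not show that the siRNAs share less than chance would give. With a separate siControl library for each siRNA, r averaged 0.064 (SD 0.036, 8 combinations) in PC3 and 0.043 (SD 0.013, 8 combinations) in MG63.

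Of genes past the threshold under both siRNAs, 1884 in PC3 moved in the same direction and 1368 in opposite directions; in MG63 the counts were 1228 and 805. In 20 fits of simulated unchanged groups, at most 7 genes passed in PC3 and 6 in MG63 under one siRNA. At most 3 and 1 were shared in direction. Since these groups hold no changes, they cannot tell how many observed shared calls the common siControl libraries account for.

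The lines were compared to ask which effects of a siRNA recur in both tumour types; no library is shared between these contrasts. For siLARP4A, 2542 genes passed the threshold in both lines, of which 1192 rose in both, 1152 fell in both and 198 moved in opposite directions. Independent calls would give 766 genes in the same direction (Fisher's exact test for passing in both lines, p 1.5e-304). For siLARP4B, 3186 genes passed in both lines, with 1314 higher in both, 1345 lower in both and 527 opposite, where 1254 in the same direction would be expected (Fisher's exact p 7.3e-118). The same-direction totals were 2344 and 2659, and DESeq2 moved them most, to 1769 and 2059. Across all tested genes the fold changes of PC3 and MG63 correlated at a Pearson r of 0.20 (Spearman 0.39) for siLARP4A and 0.18 (Spearman 0.28) for siLARP4B. These values depend on the genes kept and the scale: Pearson r was 0.055 and 0.050 without a filter, 0.40 and 0.39 with a mean FPKM of at least 5, and 0.49 and 0.41 with limma on log2(FPKM + 1).

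**Figure D3:**
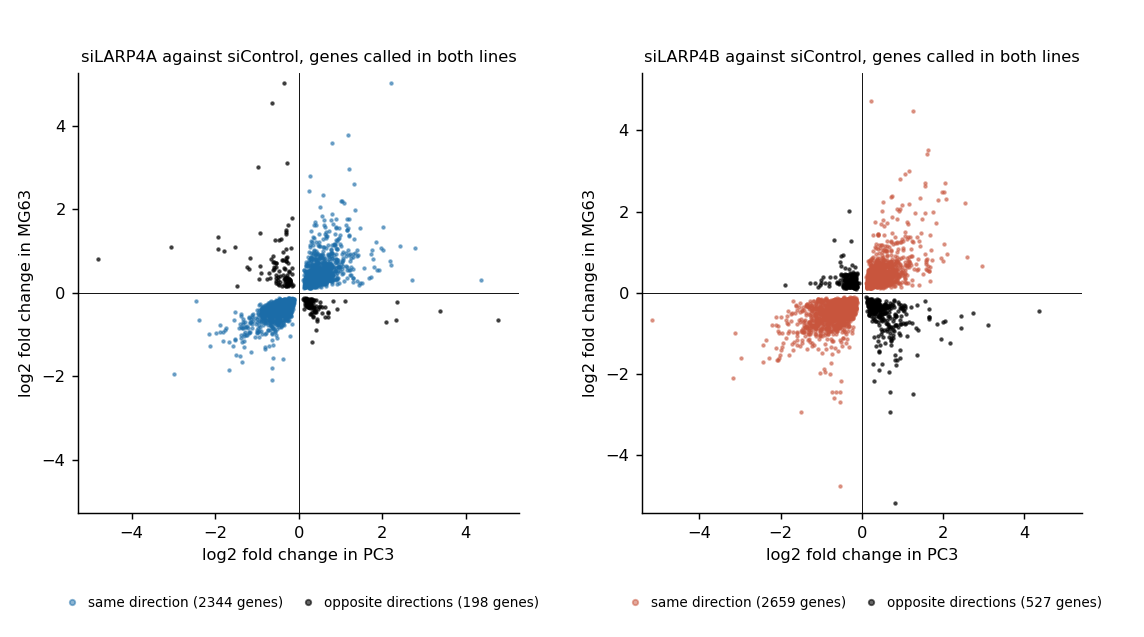
Log2 fold change against siControl in PC3 (horizontal) and MG63 (vertical) for siLARP4A (left) and siLARP4B (right), with 1 point per gene past the threshold in both lines. Coloured points moved in the same direction, 2344 for siLARP4A and 2659 for siLARP4B, and black points in opposite directions, 198 and 527.

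Among genes shared by the lines for siLARP4A, TLNRD1 rose by 1.48 in PC3 and 1.55 in MG63, and TNFRSF1B, which contains MIR7846, by 1.86 and 1.22. SCML2 changed by -1.41 and -1.51, UNG by -1.58 and -1.27, and BLOC1S6 by -1.67 and -1.17. For siLARP4B, HMOX1 rose by 2.08 and 2.31, MAPK8IP1 by 1.24 and 1.28, and IFIT1 by 1.15 and 1.70. GNB4 changed by -3.17 and -2.10, HIPK3 by -2.09 and -1.64, and SNX15 by -2.05 and -1.61. The edgeR adjusted p of these genes ranged from 3.2e-15 to 3.0e-09 over both lines. Each of these lowered genes carried in its 3′ untranslated region a 7-mer that led for its siRNA, as the closing part describes. Effects of the siRNA other than loss of its target therefore stay open for them.

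The effect of a siRNA differed between lines for 1757 genes with siLARP4A, 900 with a higher and 857 with a lower log2 fold change in PC3, and for 4205 genes with siLARP4B, 1951 higher and 2254 lower. The split was not stable: with the deduplicated table the siLARP4A counts were 526 and 939, and with the offset for GC content and length the siLARP4B counts were 1726 and 3119. LARP4 fell further in PC3 than in MG63 after siLARP4A, by a log2 difference of -1.02 (SE 0.10, edgeR adjusted p 1.1e-06). LARP4B did so after siLARP4B, by -0.75 (SE 0.11, edgeR adjusted p 4.1e-05). Among genes with a mean FPKM of at least 5 in both lines, a list chosen after the values were seen, EGR1 changed by -1.18 in PC3 and 0.84 in MG63 after siLARP4A, a difference of -2.01 (SE 0.22, edgeR adjusted p 3.1e-06). After siLARP4B, PHACTR3 changed by -0.70 in PC3 and 1.31 in MG63, a difference of -2.00 (SE 0.16, edgeR adjusted p 1.0e-08), and KCNN4 changed by 0.82 and -1.54, a difference of 2.36 (SE 0.15, edgeR adjusted p 8.4e-10). MKI67, TOP2A and CCNB2 fell further in PC3 than in MG63 after siLARP4B, with differences of -1.29, -1.17 and -1.05.

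Gene sets were tested to ask whether proliferation, invasion, translation, and interferon, inflammatory or stress responses moved as groups. After siLARP4B in PC3, the proliferation set had a median log2 fold change of -1.15 (camera adjusted p 2.5e-83). All of its 40 genes were lower, 39 of them past the threshold over all genes and 39 when adjusted over the list alone. TYMS at -2.11, CCNE2 at -2.06 and NCAPG at -1.65 changed most; each overlaps a gene on the other strand. The alternative that moved the camera result most was an estimated correlation, under which the median stays -1.15 and the camera adjusted p was 0.0043. The set also fell after siLARP4A in PC3 (-0.12, camera adjusted p 0.0052), after siLARP4A in MG63 (-0.22, camera adjusted p 1.5e-10) and after siLARP4B in MG63 (-0.12, camera adjusted p 0.00037). Over all genes 16, 22 and 16 of its members passed lower in these contrasts and 6, 1 and 3 higher; adjusted over the list alone these were 16, 22 and 17, and 6, 1 and 3. Leaving out PC3 siLARP4A replicate 1 or replicate 2 gave -0.19 or -0.068 in PC3 for siLARP4A, and leaving out MG63 siLARP4B replicate 1 or replicate 2 gave -0.065 or -0.18 in MG63 for siLARP4B.

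The interferon response set rose after siLARP4B in MG63 by a median of 1.33 (camera adjusted p 1.2e-88), with 38 of 42 genes past the threshold higher over all genes and 38 when adjusted over the list alone. MX1 at 2.80, MX2 at 2.71 and RSAD2 at 2.71 changed most within the set. The set also rose after siLARP4B in PC3 (0.54, camera adjusted p 8.5e-05; 25 genes higher and 2 lower over all genes, 26 and 2 when adjusted over the list alone) and after siLARP4A in MG63 (0.30, camera adjusted p 2.0e-09; 22 and 24 higher, none lower). Without PC3 siLARP4B replicate 2 the PC3 value was 0.34. After siLARP4A in PC3 it fell (-0.25, camera adjusted p 0.0057; 17 genes lower and 4 higher, both over all genes and when adjusted over the list alone), with a median of -0.16 without PC3 siControl replicate 1 and -0.15 without PC3 siLARP4A replicate 2.

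The unfolded protein and integrated stress response set rose after siLARP4A in MG63 by a median of 0.40 (camera adjusted p 5.8e-23), with 19 of 28 genes higher and 1 lower over all genes, and 19 and 2 when adjusted over the list alone. CHAC1 rose by 2.34, SESN2 by 1.55 and ASNS, which shares its locus with CZ1P-ASNS, by 1.51. Its medians were 0.14 after siLARP4A in PC3 (camera adjusted p 0.031), 0.11 after siLARP4B in PC3 (camera adjusted p 0.12) and 0.13 after siLARP4B in MG63 (camera adjusted p 0.031), with 14, 12 and 12 genes higher and 6, 5 and 4 lower over all genes. Adjusted over the list alone these were 14, 14 and 13, and 7, 5 and 6. The MG63 siLARP4B median was 0.071 without replicate 1 of that group. The PC3 siLARP4A call was lost without MG63 siLARP4A replicate 2, MG63 siLARP4B replicate 1 or MG63 siLARP4B replicate 2, none of which is in that contrast, with medians of 0.11 and camera adjusted p of 0.050, 0.062 and 0.059.

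The inflammatory set rose after siLARP4A in MG63 (0.46, camera adjusted p 1.5e-10), where BIRC3 changed by 1.77, CXCL5 by 1.58 and CXCL6 by -1.42, the chemokines on 5 to 24 fragments per library. CXCL6 missed the threshold with limma on log2(FPKM + 1). The set rose in PC3 after siLARP4A (0.29, camera adjusted p 0.021) and siLARP4B (0.41, camera adjusted p 0.0052), and did not move detectably after siLARP4B in MG63 (-0.03, camera adjusted p 0.96). In the order MG63 siLARP4A, PC3 siLARP4A and PC3 siLARP4B, 14, 8 and 14 members passed higher and 1, 3 and 1 lower, both over all genes and when adjusted over the list alone. With a mean FPKM of at least 5, the PC3 siLARP4A median was 0.091 and no longer past the threshold.

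The extracellular matrix, adhesion and invasion set rose after siLARP4A in MG63 (0.25, camera adjusted p 1.9e-11) and PC3 (0.21, camera adjusted p 0.0010). In MG63 30 genes passed higher and 6 lower over all genes, and 31 and 6 when adjusted over the list alone; in PC3 these were 27 and 15, and 28 and 16. In MG63 MMP3 at -2.22 and MMP1 at -1.59 were among the 3 that changed most; MMP1 overlaps WTAPP1 on the other strand. After siLARP4B camera placed the set lower in PC3 (camera adjusted p 0.028) and MG63 (camera adjusted p 0.027), although the medians were 0.025 and -0.026 and members went both ways, with 17 higher and 19 lower in PC3 and 13 and 19 in MG63. Adjusted over the list alone these were 19 and 20, and 13 and 22. Both calls were lost without the expression filter. The PC3 median was -0.0040 without PC3 siControl replicate 2 and -0.0049 without PC3 siLARP4B replicate 1, and -0.014 without any 1 of the MG63 libraries. The MG63 median was -0.058 without MG63 siControl replicate 1, -0.016 without replicate 2 and -0.043 without MG63 siLARP4B replicate 2.

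Cytosolic ribosomal protein genes fell after siLARP4A in PC3 (-0.17, camera adjusted p 1.5e-10), with 54 of 75 lower and 1 higher over all genes, and 59 and 1 when adjusted over the list alone, but the median was 0.030 and the call was lost when PC3 siControl replicate 2 was taken from the deduplicated table. With the offset for GC content and length it was -0.068. RPL5 at -0.80, RPS16 at -0.44 and RPS29 at -0.40 changed most, and of these only RPL5 still passed with that table. The set rose slightly after siLARP4B in PC3 (0.096, camera adjusted p 0.0057; 34 higher and 1 lower, both over all genes and when adjusted over the list alone) and in MG63 (0.058, camera adjusted p 0.027; 20 higher and 1 lower over all genes, 18 and 0 when adjusted over the list alone). The PC3 value was 0.31 with the deduplicated table, 0.050 without an expression filter, 0.063 without PC3 siControl replicate 2 and 0.057 without any 1 of the MG63 libraries. The MG63 value was 0.13 without MG63 siLARP4B replicate 2 and 0.025 without replicate 1. It did not move detectably after siLARP4A in MG63 (0.0094, camera adjusted p 0.59), and with the offset for GC content and length it was 0.052 and passed.

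Of the 24 set tests against siControl, fry gave the same calls except for the ribosomal set after siLARP4B in MG63, which it did not call (fry adjusted p 0.11), and the stress response set after siLARP4B in PC3, which it did (fry adjusted p 0.0025). With an estimated correlation 3 calls held, each at a camera adjusted p of 0.0043: proliferation after siLARP4B in PC3, interferon response after siLARP4B in MG63 and the stress response after siLARP4A in MG63.

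**Figure D4:**
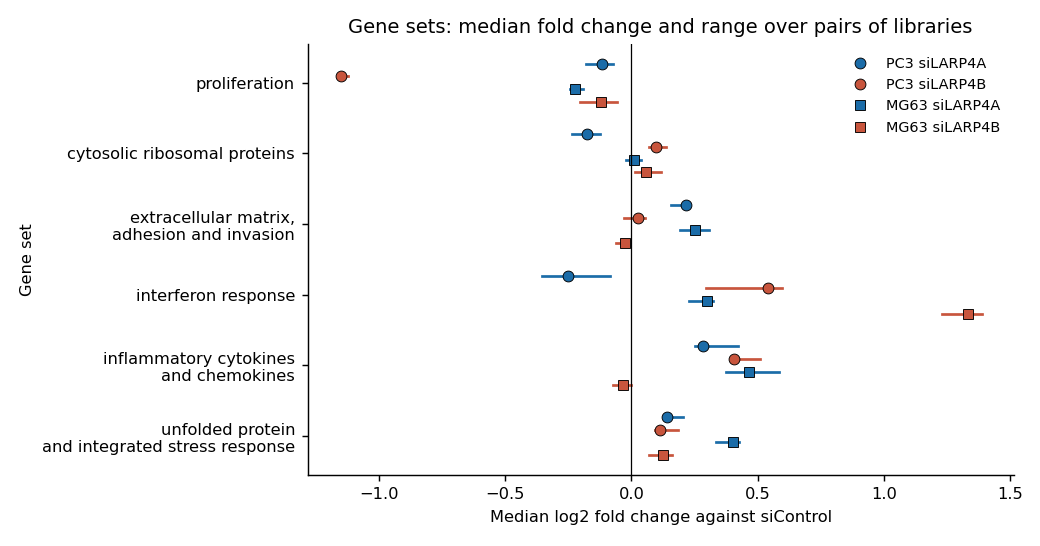
Median log2 fold change of each gene set against siControl (points, 1 per siRNA and line), with bars from the lowest to the highest median over the 4 pairs of 1 siRNA and 1 siControl library. The proliferation set is lowest after siLARP4B in PC3, at -1.15, and the interferon set highest after siLARP4B in MG63, at 1.33; the point comes from the model and can lie outside its bar.

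Between lines, 9 of 12 set tests on the difference passed the threshold. For siLARP4B the proliferation set differed by a median of -1.07 (PC3 minus MG63, camera adjusted p 2.4e-94), the interferon set by -0.69 (camera adjusted p 5.6e-19) and the inflammatory set by 0.49 (camera adjusted p 0.0056). The ribosomal (0.036), matrix (0.076) and stress response (-0.037) sets did not pass for siLARP4B, with camera adjusted p of 0.16, 0.65 and 0.70. For siLARP4A the interferon set differed by -0.56 and the stress response set by -0.24, both at a camera adjusted p of 5.6e-19, and the ribosomal set by -0.18 (camera adjusted p 3.4e-15), which became 0.022 and was lost with the deduplicated table. The stress response difference was -0.37 without MG63 siLARP4A replicate 2. The proliferation (0.13, camera adjusted p 0.0078), matrix (-0.034, camera adjusted p 0.0056) and inflammatory (-0.20, camera adjusted p 0.0078) sets passed for siLARP4A with camera but not with fry. Single libraries moved these. The proliferation value was 0.055 without MG63 siLARP4A replicate 1, 0.056 without MG63 siControl replicate 2, 0.070 without PC3 siLARP4A replicate 1, 0.082 without MG63 siControl replicate 1 and 0.083 without either MG63 siLARP4B library. The matrix value ranged from -0.12 without MG63 siLARP4A replicate 2 to -0.022 without PC3 siControl replicate 1. The inflammatory value was -0.38 without MG63 siLARP4A replicate 1, -0.30 without MG63 siControl replicate 1 and -0.094 without MG63 siLARP4A replicate 2. With an estimated correlation the proliferation difference for siLARP4B and the stress response difference for siLARP4A held.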

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

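The results in this part were picked out because a test of the difference between the lines (the interaction term of the model, or camera on it) passed the threshold. The tests of weaker knockdown and mislabelling, those of GC content, length and single libraries for the interferon and stress response sets, the alternatives of thinning, limma on log2(FPKM + 1), the mean over models, genes at several loci and the offset for GC content and length, and the list of genes expressed in both lines, were chosen only after the result was seen.

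The effect of siLARP4A differed between PC3 and MG63 for 1757 genes and that of siLARP4B for 4205. Thinning every library to the same number of fragments left 1681 and 4082 genes, which argues against depth as the cause. An offset for GC content and transcript length gave 2375 and 4845, more rather than fewer. Of the differing genes, 88.6% and 87.9% had a mean FPKM of at least 1 in both lines, so genes near 0 in one line do not make up the lists. Mislabelled siRNA is argued against by the targets themselves: the highest level of a target under its own siRNA was at most 33.6% of the lowest level under the others in its line. The counts rest on 2 libraries per group, and their split by direction moved with the filter, the deduplicated table and the offset. A difference between the cell lines in how they respond stays open as a hypothesis; the lines also differ in how far the targets fell.

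That difference in knockdown was itself past the threshold. LARP4 changed after siLARP4A by 1.02 more on the log2 scale in PC3 (difference -1.02), and LARP4B after siLARP4B by 0.75 more (difference -0.75). A weaker knockdown alone would make every siLARP4B effect smaller in MG63. The interferon set went the other way, with a median difference of -0.69 that comes from a larger rise in MG63, so weaker knockdown may account for part of the differing genes but not for all of them.

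Among gene sets, siLARP4B lowered the proliferation set more in PC3, with a median difference of -1.07. It was -1.04 with the offset for GC content and length, and the value nearest to 0 with any single library left out was -1.05, without PC3 siLARP4B replicate 1. Neither GC content, length nor a single library therefore accounts for it. All 40 genes of the set had a lower log2 fold change in PC3. Slower growth of PC3 after LARP4B loss and a direct effect of the siRNA on other transcripts both remain open, since the labels name 1 siRNA reagent per target and no rescue. Among the siLARP4B set differences it was the only one that held with an estimated correlation.

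The interferon set differed by -0.69 for siLARP4B and by -0.56 for siLARP4A. Against siControl, its median after siLARP4A was -0.25 in PC3 and 0.30 in MG63, and after siLARP4B 0.54 and 1.33. The PC3 values were -0.16 without PC3 siControl replicate 1 and -0.15 without PC3 siLARP4A replicate 2 for siLARP4A, and 0.34 without PC3 siLARP4B replicate 2 for siLARP4B. With the offset for GC content and length the differences were -0.74 for siLARP4B and -0.55 for siLARP4A, and the values nearest to 0 with any single library left out were -0.69 and -0.54, which argues against these as the cause. A response to the siLARP4B sequence or sequences as foreign RNA, or a response to loss of LARP4B, may both be behind the rise. No second siLARP4B reagent is labelled that would separate them. With an estimated correlation the camera adjusted p of both differences was 0.060. Over the alternatives it ranged from 5.8e-20 to 0.060 for siLARP4B and from 4.9e-20 to 0.060 for siLARP4A.

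For siLARP4A the stress response set differed by -0.24, the ribosomal set by -0.18, the inflammatory set by -0.20, the matrix set by -0.03 (-0.034) and the proliferation set by 0.13. For siLARP4B the inflammatory set differed by 0.49. The stress response difference held with fry and with an estimated correlation. It was -0.25 with the offset for GC content and length, and with single libraries left out it ranged from -0.37 without MG63 siLARP4A replicate 2 to -0.22 without replicate 1, which argues against these as the cause. The ribosomal difference held with fry but not with an estimated correlation. It was 0.022 when PC3 siControl replicate 2 came from the deduplicated table, but that alternative lowers abundant transcripts in 1 control library alone, so by its construction it raises this set and does not speak against a difference between the lines. The inflammatory, matrix and proliferation differences for siLARP4A were not called by fry. Without 1 library they moved as far as -0.38 (inflammatory, MG63 siLARP4A replicate 1), -0.12 (matrix, MG63 siLARP4A replicate 2) and 0.055 (proliferation, MG63 siLARP4A replicate 1).

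LARP4 rose after siLARP4B in MG63 by 0.43 and not detectably in PC3, a difference of -0.46. The value was 0.44 with the offset for GC content and length, which argues against these as the cause. A rise of LARP4 when its relative is reduced in MG63 is a hypothesis that these data leave open. Another effect of the siLARP4B sequence or sequences is open too.

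The single genes reported here from the naming rule had few fragments in one line, so their fitted differences depend on the prior count and are no bounds. For siLARP4A these were XAF1 (-5.62; 0 and 0 fragments in PC3 against 2 and 5 with siControl, and 381 and 395 in MG63 against 212 and 246), RGS4 (-5.47; 6 and 4 in MG63 against 0 and 0) and DLX3 (3.82; 8 and 7 in PC3 against 0 and 1). For siLARP4B these were TMEM45B (-4.51; 3 and 3 in MG63 against 0 and 0), MISP (-2.32; 9 and 4 in MG63 against 1 and 2), ATOH8 (4.83; 2 and 3 in PC3 against 0 and 0) and PLAC9 (3.89; 9 and 18 in PC3 against 1 and 2). Without PC3 siControl replicate 2 DLX3 was at 6.09. RGS4, DLX3, TMEM45B, MISP and ATOH8 each lost the threshold under at least 1 alternative. With limma on log2(FPKM + 1) TMEM45B was at 0.12. The weakest values of the others over the alternatives were -0.72 for XAF1, -0.08 for RGS4 and 0.54 for DLX3. For MISP, ATOH8 and PLAC9 they were -0.42, 0.43 and 1.52. No explanation was tested for each of them.

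Among genes with a mean FPKM of at least 5 in both lines, the lowest and highest differences for siLARP4A were those of RN7SL3 (-3.11), EGR1 (-2.01), SNORD28 (2.54) and BCYRN1 (2.41). For siLARP4B they were those of PHACTR3 (-2.00), OAS1 (-1.63), SNORD55 (2.40) and KCNN4 (2.36). RN7SL3, SNORD28, SNORD55 and BCYRN1 are short noncoding RNAs, and SNORD28 lies inside SNHG1, so its counts can hold fragments of that gene. RN7SL3 lost the threshold with a mean FPKM of at least 5, in DESeq2, with the deduplicated table, with genes at several loci and with limma on log2(FPKM + 1). It was at -1.64 without PC3 siControl replicate 1 and -1.92 without MG63 siLARP4A replicate 2. SNORD28 lost the threshold after thinning and SNORD55 with limma on log2(FPKM + 1), and SNORD55 was at 1.00 without MG63 siControl replicate 1. EGR1, PHACTR3, KCNN4 and OAS1 are protein-coding, and no further technical explanation was tested for each of them.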

How the results depend on the processing

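The longest model per gene, the mean over models, genes at several loci, limma on log2(FPKM + 1), the offset for GC content and length, and thinning were chosen only after the result was seen, as was the FPKM minimum of 5 for gene sets. Alternatives written for tables without counts (other pseudocounts, median scaling, quantile normalization and limma without a trend) were not run, because fragment counts were used.

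Every knockdown kept its direction and its side of the threshold in all 14 alternatives: LARP4 after siLARP4A ranged from -3.04 to -2.56 in PC3 and from -2.01 to -1.57 in MG63, and LARP4B after siLARP4B from -2.50 to -1.81 and from -1.72 to -1.34. LARP4 after siLARP4B in MG63 ranged from 0.37 to 0.45. LARP4B after siLARP4A in PC3 passed with the offset for GC content and length (-0.15); the cause was not tested.

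The total number of genes past the threshold stayed within 1.5 times its value for all 8 comparisons: PC3 siLARP4A 4267 to 5993, PC3 siLARP4B 4922 to 7711, MG63 siLARP4A 3121 to 5454, MG63 siLARP4B 4084 to 6106, siLARP4A against siLARP4B 5710 to 8798 in PC3 and 4770 to 7273 in MG63, and differences between lines 1279 to 2375 for siLARP4A and 3308 to 4845 for siLARP4B. By direction 6 counts moved further. With a mean FPKM of at least 5, which tests fewer genes, PC3 siLARP4B had 2403 higher genes (3893 before), and siLARP4A against siLARP4B had 2825 lower genes in PC3 (4360) and 2306 in MG63 (3486). In DESeq2 the higher differences between lines were 536 for siLARP4A (900) and 1264 for siLARP4B (1951), and 526 for siLARP4A with the deduplicated table; the cause was not tested. The split of the siLARP4A differences, 900 higher and 857 lower, became 705 and 1275 without a filter, 652 and 962 with the FPKM minimum and 526 and 939 with the deduplicated table. For siLARP4B, 1951 and 2254 became 1610 and 2995 without a filter and 1726 and 3119 with the GC offset. The cause of the shifts in split was not tested. Dropping the filter, DESeq2 size factors and the GC offset moved the median of all genes by at most 0.05 in any comparison.

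The replicate number as a block gave 1628 differing genes for siLARP4A and 4061 for siLARP4B. The numbers do not pair the samples, since correlations of same-numbered libraries' deviations were -0.027 to 0.049. Under the block ATOH8 was at 4.86 with an edgeR adjusted p of 0.054, and the block changed no other call of a named gene or set.

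Correlations between the effects of both siRNAs in a line moved in PC3 to 0.45 without a filter, 0.15 with the FPKM minimum and 0.16 with limma, and in MG63 to 0.42 without a filter, 0.22 with the FPKM minimum, 0.28 in DESeq2, 0.32 with genes at several loci and 0.20 with limma. The cause was not tested.

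With an estimated correlation in camera, which leaves the medians as they are, these sets lost the threshold. After siLARP4A in PC3 they were proliferation (-0.12), ribosomal (-0.17), matrix (0.21), interferon (-0.25), inflammatory (0.29) and stress response (0.14). After siLARP4B in PC3 they were ribosomal (0.096), matrix (0.025), interferon (0.54) and inflammatory (0.41). After siLARP4A in MG63 they were proliferation (-0.22), matrix (0.25), interferon (0.30) and inflammatory (0.46), and after siLARP4B in MG63 proliferation (-0.12), ribosomal (0.058), matrix (-0.026) and stress response (0.13). Between lines they were proliferation (0.13), ribosomal (-0.18), matrix (-0.034), interferon (-0.56) and inflammatory (-0.20) for siLARP4A, and interferon (-0.69) and inflammatory (0.49) for siLARP4B. Allowing for correlated genes is the construction of this alternative.

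With fry, the stress response after siLARP4B in PC3 (0.11) passed, and the ribosomal set after siLARP4B in MG63 (0.058) and the siLARP4A differences of proliferation (0.13), matrix (-0.034) and inflammatory (-0.20) did not. With the deduplicated table, which removes fragments of abundant genes from 1 library alone, the ribosomal set reversed after siLARP4A in PC3 (0.030) and in the siLARP4A difference (0.022), passed in the siLARP4B difference (0.23), and did not pass after siLARP4B in MG63 (0.068); the stress response after siLARP4B in MG63 (0.14) did not pass. With the FPKM minimum, which leaves fewer genes, inflammatory after siLARP4A in PC3 (0.091), matrix after siLARP4B in PC3 (0.011), ribosomal (0.032) and stress response (0.10) after siLARP4B in MG63 did not pass, and the ribosomal siLARP4B difference (0.059) did. Without a filter the matrix set did not pass after siLARP4B in PC3 (-0.0037) or MG63 (-0.0077). With the GC offset it did not pass after siLARP4B in MG63 (-0.023), and the ribosomal set after siLARP4A in MG63 (0.052) passed, with camera placing it higher instead of lower; the cause was not tested.

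Some set medians kept their call but moved by more than 1.5 times. The ribosomal median after siLARP4B in PC3 was 0.31 with the deduplicated table and 0.050 without a filter, and after siLARP4A in PC3 -0.068 with the GC offset. The matrix median after siLARP4B in PC3 ranged from -0.046 with the GC offset to 0.040 with the longest model, and after siLARP4B in MG63 it was -0.054 with the FPKM minimum. Among the siLARP4A differences, the matrix value was -0.084 without a filter, the proliferation value 0.081 without a filter and with the deduplicated table, and the inflammatory value -0.45 with the FPKM minimum. The cause was not tested.

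Of the values of single genes picked by the naming rules, 14 lost their call, 2 gained one and 1 reversed, TMEM45B at 0.12 with limma on log2(FPKM + 1), where the added 1 outweighs its level in MG63. Of the values of genes named after their values were seen, 7 lost their call.

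Each of 12 fits left out 1 library; where this left 1 library in a group, no p-value is given. The correlations ranged from 0.24 to 0.50 in PC3 and from 0.24 to 0.49 in MG63. LARP4 after siLARP4A in MG63 ranged from -1.96 to -1.91 and LARP4B from 0.060 to 0.091. After siLARP4A in PC3, the sets ranged from -0.19 to -0.068 (proliferation), 0.18 to 0.22 (matrix), 0.26 to 0.38 (inflammatory) and 0.11 to 0.19 (stress response). The last was not past the threshold in 3 of these fits, each without an MG63 library. After siLARP4B in PC3 they ranged from -1.19 to -1.14 (proliferation), 0.057 to 0.12 (ribosomal), -0.014 to 0.037 (matrix), 0.34 to 0.58 (interferon) and 0.37 to 0.51 (inflammatory). The matrix median fell below 0 without PC3 siControl replicate 2 (-0.0040), without PC3 siLARP4B replicate 1 (-0.0049) and without any 1 MG63 library (-0.014). After siLARP4A in MG63 the ranges were -0.22 to -0.18 (proliferation), 0.0068 to 0.044 (ribosomal) and 0.24 to 0.31 (matrix). After siLARP4B in MG63 they were 0.025 to 0.13 (ribosomal), -0.058 to -0.016 (matrix), 1.29 to 1.43 (interferon), -0.10 to 0 (inflammatory) and 0.071 to 0.18 (stress response). The siLARP4A differences ranged from 0.055 to 0.16 (proliferation), -0.24 to -0.14 (ribosomal), -0.12 to -0.022 (matrix), -0.65 to -0.54 (interferon), -0.38 to -0.094 (inflammatory) and -0.37 to -0.22 (stress response). The siLARP4B differences ranged from -1.16 to -1.05 (proliferation), -0.051 to 0.068 (ribosomal), 0.0017 to 0.11 (matrix), -0.90 to -0.69 (interferon), 0.34 to 0.60 (inflammatory) and -0.12 to -0.015 (stress response). Among genes picked by the naming rules 52 values, among those named after their values were seen 4, and among the targets 4, moved by more than the spread between pairs of libraries.

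Depth limits the genes with few fragments: IL6 in MG63, with at most 1 fragment per library, and the genes close to 0 in one line, whose fold changes depend on the prior count.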

Other observations

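The rank of the leading 7-mer in MG63 was a test set before its result was seen; the tests of shared calls and of the proliferation set without 7-mers, of genes at several loci and of the deduplicated table were chosen only after the result was seen.

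Genes that fell after each siRNA shared short sequence words in their 3′ untranslated regions. For siLARP4A, the 7-mer CAGATAT had the most negative association with fold change in PC3 (t -12.2). Its 1354 genes differed by -0.150 on the log2 scale after adjustment for length and base composition of the region. The same word ranked 1 of 13945 in MG63 with siLARP4A (t -10.1, difference -0.114) and 829 with siLARP4B. For siLARP4B, the word AGGTGAA led in PC3 (t -14.0, 1437 genes, difference -0.198) and again ranked 1 of 13945 in MG63 with siLARP4B (t -13.3, difference -0.161), but 9998 with siLARP4A. The words were picked in PC3, so their rank in MG63 comes from separate libraries; 139 ranks make up the first 1% of words. The next words for siLARP4A were AGATATA, ACATCCT, ATGTTGT and TGTTGTA, and for siLARP4B GGTTATT, CAGGTGA, AAGGTGA and GGTGAAT. Overlapping words that lead under 1 siRNA in both lines are in line with seed sites, where the first bases of a siRNA strand pair with unintended transcripts and lower them as a microRNA would. The siRNA sequences and their number are not given in the labels, so the match was not checked. Sites bound by the target proteins themselves are not excluded. Some words share no long run with the leading one: ACATCCT, ATGTTGT and TGTTGTA for siLARP4A, and GGTTATT for siLARP4B. The seed that would give the leading word would not give these, and no test separates 1 sequence per target from several.

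Of the 5 siLARP4A words, 5 occur in the LARP4 transcript, where 31.7% of all words do. Of the 5 siLARP4B words, 4 occur in the LARP4B transcript, where 41.3% do. Some also occur in the transcript that is not the target. These are ATGTTGT and TGTTGTA in LARP4B, and AGGTGAA, GGTTATT and CAGGTGA in LARP4. Several of the words overlap each other, so their occurrences are not independent. Since the words were picked by the PC3 fold changes, shares of genes carrying them are given for MG63 alone. Among genes at least 2-fold lower in MG63, leaving out the targets, 30 of 41 (73.2%) carried a siLARP4A word after siLARP4A, against 30.0% of genes at least 2-fold higher and 41.2% of all genes. After siLARP4B 69 of 125 (55.2%) carried a siLARP4B word, against 24.1% of those at least 2-fold higher and 37.3% of all genes. These shares are not adjusted for the length of the region. Each lowered gene named as shared by the lines carried a word of its siRNA: SCML2, UNG and BLOC1S6, and GNB4, HIPK3 and SNX15. Of the raised ones MAPK8IP1 and IFIT1 did, and TLNRD1, TNFRSF1B and HMOX1 did not. Of the other lowest-ranked genes tested, RAB21, FGFRL1, POGLUT3 and DPYSL3 carried one, and SPDEF, MMP3 and IL13RA2 did not. The proliferation genes TYMS, CCNE2 and NCAPG carried one too. All these genes helped to pick the words in PC3. The largest t of any word towards higher levels was 6.15 for PC3 siLARP4A and 4.68 for PC3 siLARP4B.

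Direct sites for these 5 words as the whole cause of the effects shared by the lines are argued against. Among genes without any of the 5 words, 90.6% of siLARP4A calls and 81.3% of siLARP4B calls made in both lines went in the same direction, 1145 and 1325 genes where 441 and 772 would be expected. In the proliferation set after siLARP4B in PC3, the median was -1.09 for the 25 genes without a siLARP4B word and -1.32 for the 14 with one. Consequences of seed effects in other genes, and sites for other words, are not excluded by these values. The changes shared by the lines may mix direct seed effects, their consequences and consequences of losing the target, and 1 labelled reagent per target gives no means to part them.

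Across all 4 comparisons of a siRNA with siControl, 222 genes were higher in each and 243 lower in each, where independent calls would give 18.2 and 12.7. Within a line the comparisons share their siControl libraries, which raises such overlaps. No explanation was tested for these genes.

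Symbols at several loci, counting loci off the primary chromosomes as well, had erratic counts. Of 410 such genes, 22.2% differed between replicates by more than 1 on the log2 scale on average, against 0% of 410 single-locus genes with like mean counts, and the median differences were 0.58 and 0.28. HRAS, listed at 2 loci, had 794 and 213 fragments in the MG63 siControl libraries. These values are consistent with fragments that match several copies being assigned to one of them by chance, and such symbols were left out of the tests.

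The deduplicated table of PC3 siControl replicate 2 held 15.0% fewer fragments over 11912 genes with at least 50 fragments. The loss per gene rose with fragments per base (Spearman 0.543 across genes): its median was 33.9% for the 100 densest genes and 6.58% for the 10% with the lowest density. Duplicates marked by position alone may thus include separate molecules of abundant transcripts. This is in line with the change of the ribosomal protein result when that table is used for 1 library only.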
